A study of Mus musculus with 111 samples. Its data were reported in "Bidirectional histone monoaminylation dynamics regulate neural rhythmicity" (2025).

How the data were processed

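The data are RNA-seq libraries of mouse tuberomammillary nucleus (TMN), a small posterior hypothalamic region that holds the histamine-making neurons of the brain. Adult C57BL/6 mice had received 1 of 3 adeno-associated viruses (AAVs) into the TMN, and TMN tissue was collected at zeitgeber times ZT0, 4, 8, 12, 16 and 20, where ZT0 is lights on. The viruses expressed GFP alone, wild-type histone H3.3, or the H3.3 mutant whose glutamine 5 is replaced by alanine (Q5A), which cannot carry a monoamine at that position. The sample labels give the virus, the ZT, the replicate number and a cohort number from 1 to 3 for every library.

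The authors made the libraries from polyadenylated RNA with a stranded Illumina ligation kit, aligned the reads to the mouse genome build GRCm38 with STAR, and counted exonic reads per gene name with htseq-count in union mode with its stranded option set to yes. The deposited values are raw counts, 1 table of 54087 gene names per library, with 5 further entries for reads that were assigned to no gene. Those 5 entries were kept out of all library sizes and tests. The largest of them, for uniquely placed reads outside any counted exon, held 16191017 to 70397339 reads per library, so that the gene rows held 3.49% to 5.63% of the uniquely placed reads. With that strand option a read is counted only when it lies on the same strand as the gene. A kit whose first read runs against the transcript would then have most reads left out and reads of overlapping genes on the other strand counted in their place. The counts were therefore treated as counts per deposited gene name, and the report says which of the genes it names in a comparison overlap another annotated gene on the other strand. Of the 54087 names, 28499 matched the GENCODE annotation of GRCm38 used here for coordinates, and these held 64.8% of the gene counts. The remaining names, among them clone-based ones such as RP23-355L10.3 and AC157553.6, were kept as deposited and have no position here. Overlaps were found with bedtools 2.31.1.

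Altogether 111 libraries were read, each mapped to its group through the sample labels. Files mapped to no sample numbered 18 and were used in no step. All 296 pairs of libraries within a group were compared by a chi-square over genes with at least 10 reads. For 1 pair, replicates 2 and 3 of cohort 2 in the Q5A group at ZT4, the counts agreed within sampling noise, so the pair was averaged and counted as 1 library, which left 110 libraries in 18 groups of virus and ZT. Total counts in gene rows ran from 673306 to 3375352 per library, with a median of 1474422. With these totals many genes of interest have fewer than 10 reads per library, and the precision of their values is limited by counting error as well as by the spread between animals.

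Group comparisons used edgeR 4.0.16 in R 4.3.3 with TMM normalization and filterByExpr (minimum count 10, minimum total count 15). Genes were tested with the quasi-likelihood F test and Benjamini-Hochberg adjustment. A prior count of 2 was set for log2-scaled counts and was not used to shrink the fold changes. The H3.3 and GFP libraries were compared at each ZT, the Q5A libraries were compared with the pooled GFP and H3.3 libraries at each ZT, and the 3 viruses were compared over all ZT in 1 fit with ZT as a factor, each at an adjusted p under 0.01. Differential rhythmicity was tested as the 2 interaction terms of the arm with the cosine and sine of a 24 h cosinor, at an adjusted p under 0.05. DESeq2 1.42.0 served as the alternative tool; the authors used another version of it.

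Rhythmic genes were called with a reimplementation of JTK_CYCLE in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Counts divided by median-of-ratios size factors (computed on 9428 genes with a count in every library) are called normalised counts below. Each of 13891 genes was tested against 20 templates with periods of 8 to 24 h using the exact null distribution, and the p was multiplied by the number of templates, as the ADJ.P of JTK_CYCLE is. A gene was called at an adjusted p under 0.05. This adjustment covers the templates of 1 gene and not the number of genes, so the number of genes at a Benjamini-Hochberg q under 0.05 is printed beside it. The number of calls in Q5A was set against 100 draws of as many libraries per ZT from all libraries. A further measure, the rhythm retained, projected the log2(normalised count + 1) values of H3.3 and Q5A libraries on the 24 h rhythm of genes called in GFP alone, with a permutation test of the virus labels within ZT over 100000 resamples, 2-sided. Permutation tests of depth and of correlations used the same number of resamples, or all arrangements for 8 libraries; the smallest p that the resamples can give is 1e-05.

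Each procedure was tested on simulated data first, all but the rhythm retained with counts drawn for the real genes and 200 genes changed. At ZT0, with a log2 change of 2, 85% of the changed genes were recovered among 8624 genes for GFP against H3.3 and 93.5% among 9020 genes for Q5A against controls, with 2 and 1 false calls. Over all ZT, with a log2 change of 1 and 13373 genes, 94.5% were recovered for Q5A against controls and 89.5% for Q5A against H3.3, with 0 and 2 false calls. With a log2 amplitude of 1, the interaction test recovered 81.5% of 200 genes for Q5A against controls (13413 genes) and 72% for H3.3 against GFP (12847 genes), with 9 and 5 false calls. The JTK_CYCLE test recovered 96% of such genes in controls, 94.5% in Q5A, 75.5% in GFP and 85% in H3.3, each among 13891 genes, with 148, 128, 125 and 145 false calls at its adjusted p, which does not cover the number of genes. For the rhythm retained, the GFP rhythm plus independent noise was given to 748 genes, in full to H3.3 and in part to Q5A. Simulated ratios of 1 and 0.5 came back as 1.02 and 0.52. Noise shared by the genes of a library was not simulated, so this shows that the ratio is computed correctly and not the power of its test.

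The tests, the groups, the covariates, most alternatives and the rule for named genes were fixed before the data were examined. The rule names H3f3a, H3f3b, Hdc, Tgm2, Wdr5 and a list of 20 clock genes in any result, the 3 genes of smallest p among those past the threshold in a virus comparison, the 5 genes of smallest p in the pooled controls and the 3 in Q5A for JTK_CYCLE, and the 3 genes of smallest p for differential rhythmicity. The alternatives were DESeq2, median-of-ratios factors, no filter on low counts, the cohort as a covariate, the libraries of cohort 1 alone, cohort and replicate number together as a block, Hdc as a covariate, other thresholds, H3.3 alone as the control, ZT as a factor in place of the cosinor, other JTK settings, and leaving out libraries in turn. Lists of 10 pituitary, 6 arcuate nucleus and 7 striatal genes were written down after the called genes had been seen. Counts of several pituitary and arcuate genes had been looked at before their lists were written, and the striatal list was written before its genes were looked up. The counts of 1 gene of the striatal list are not reported here. No gene was in more than 1 list, and the median count was above 0 for 4, 5 and 6 genes of the lists. Cohorts 2 and 3 were used alone in no group comparison, because cohort 2 held 4 GFP libraries and cohort 3 held none. Figures were drawn with matplotlib 3.10.9.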

Results

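RNA-seq was performed on TMN tissue of mice that expressed GFP, wild-type H3.3 or H3.3 with the Q5A mutation from an AAV, with samples taken every 4 h at 6 ZT. The series held 32 GFP, 39 H3.3 and 39 Q5A libraries once a repeated library was merged, with 4 to 8 libraries in each of the 18 groups of virus and ZT. GFP and H3.3 were the controls of the design and gave 71 libraries when pooled. The libraries came from 3 cohorts that were spread unevenly over the viruses. Cohort 1 held 28 GFP, 24 H3.3 and 26 Q5A libraries, cohort 2 held 4, 10 and 10, and cohort 3 held 0, 5 and 3.

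Total counts in gene rows ranged from 926778 to 2705042 in GFP, from 875500 to 1902572 in H3.3 and from 673306 to 3375352 in Q5A, with medians of 1496408, 1302532 and 1498198. The mean total was 1513770 ± 422454 (SD, n = 39) in Q5A and 1409435 ± 286683 (SD, n = 71) in controls, a difference within the spread between libraries (2-sided permutation test, p = 0.113, adjusted over 3 depth measures 0.339). Gene rows took 4.03% ± 0.347 (SD, n = 39) of the uniquely placed reads in Q5A and 4.03% ± 0.342 (SD, n = 71) in controls (permutation p = 0.947, adjusted 0.947). The 10 most abundant rows of each library held 13.7% ± 2.07 (SD, n = 39) of its count in Q5A and 13.4% ± 1.95 (SD, n = 71) in controls (permutation p = 0.449, adjusted 0.673). In the Q5A group at ZT4, replicates 2 and 3 of cohort 2 differed in 3 gene rows by 6 reads in all, which is less than the sampling noise, and were counted as 1 sample. The other 295 pairs within groups had a chi-square per gene of at least 1.87.

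**Figure D1:**
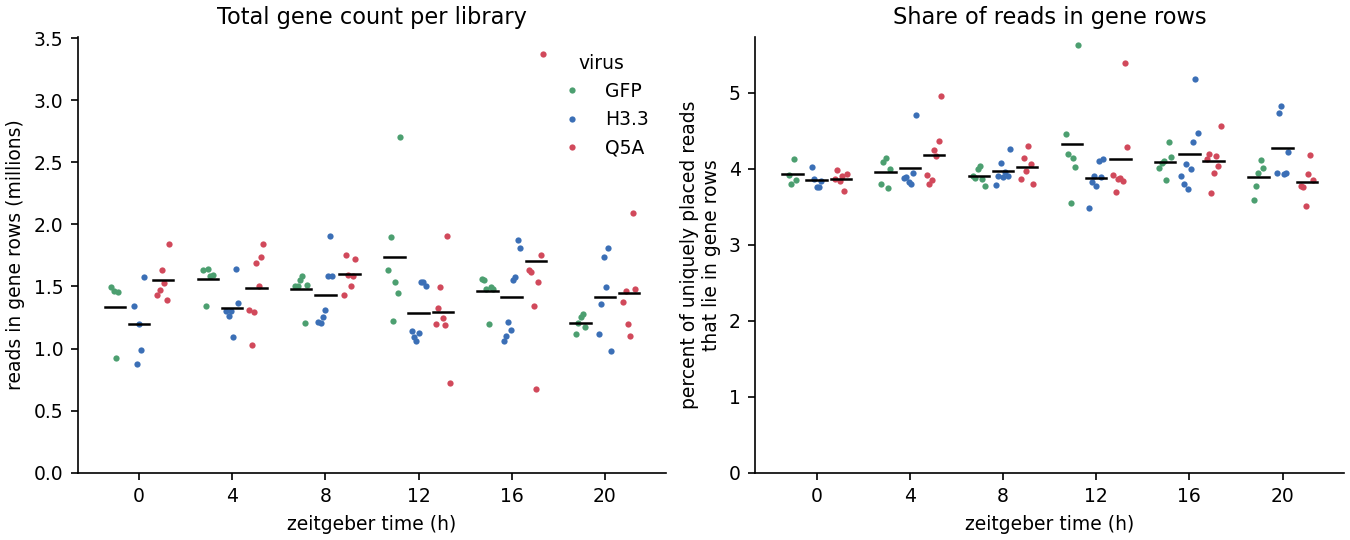
Total count in gene rows (left, number of reads) and percent of uniquely placed reads in gene rows (right) against ZT, with 1 point per library coloured by virus and a bar at each group mean. The highest total, 3375352 reads, and the lowest, 673306 reads, both belong to Q5A libraries at ZT16, and the shares lie between 3.49% and 5.63%.

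The rows with the most reads were those of genes that overlap another gene on the opposite strand. Gm20721, which lies opposite Gnas on chromosome 2 (174330319 to 174346712, minus strand, build GRCm38), held 5.13% of all gene reads. Parpbp, opposite Pmch on chromosome 10 (88091432 to 88146941, minus strand), came next. Rows with an exon overlapping a gene on the other strand were 19.9% of the annotated rows and held 80.1% of their reads. By contrast, the median count per library was 106.5 for Actb and 43.5 for Gapdh, genes that are abundant in most tissues. The Parpbp row was higher than the Pmch row in 110 of 110 libraries, with median normalised counts of 18194 and 66.5. Among the genes named below without a position, Tgm2, Tbcd, Elmo3, Ccdc13, Tmco6, Thoc6, Arntl and Nr1d1 also overlap a gene on the other strand, whereas Wdr5, Gpt2, Clock, Cry1, Nr1d2 and Rorb do not in the annotation used. The values below are therefore the counts of a gene's row as deposited, and for many genes they come from few reads.

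The first question was whether the viral H3.3 was visible in the rows of the H3.3 genes. H3f3a (chromosome 1, 180800832 to 180813943, minus strand, overlapped by 2 genes on the other strand) had a median of 5 reads per library and H3f3b (chromosome 11, 116021912 to 116027962, minus strand) a median of 22. Normalised counts of H3f3a were 4.51 ± 2.58 (SD, n = 32) in GFP, 4.88 ± 3.03 (SD, n = 39) in H3.3 and 5.89 ± 3.00 (SD, n = 39) in Q5A. For H3f3b they were 22.8 ± 6.92, 23.4 ± 8.21 and 23.3 ± 7.97. Over all ZT, H3.3 minus GFP was a log2 difference of 0.10 ± 0.21 (SE) for H3f3a and 0.05 ± 0.11 for H3f3b, and Q5A minus controls was 0.30 ± 0.17 and 0.02 ± 0.09, with edgeR adjusted p from 0.843 to 1.00. None of these differences exceeded the spread between libraries. The depth of the H3f3a row would not show a small change, and if reads of the own strand of a gene were left out of its row, a viral transcript would not be counted there at any depth, so these rows did not test the labels of virus. Hdc, Tgm2 and Wdr5, the genes of the histamine-forming enzyme, of transglutaminase 2 and of a subunit of H3K4 methyltransferase complexes, had medians of 4, 5 and 3.5 reads. Their log2 differences were -0.26 ± 0.33, 0.03 ± 0.21 and 0.01 ± 0.23 for H3.3 minus GFP and 0.21 ± 0.28, -0.12 ± 0.18 and -0.03 ± 0.19 for Q5A minus controls, all within the error.

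To ask whether the control viruses could be pooled, H3.3 and GFP libraries were compared at each ZT. With edgeR no gene passed an adjusted p of 0.01 at any of the 6 ZT, nor an adjusted p of 0.05, where 495, 102, 609, 2877, 246 and 1247 genes had an unadjusted p under 0.05 at ZT0, 4, 8, 12, 16 and 20. DESeq2 called 1, 0, 0, 50, 1 and 1 genes, and the 50 at ZT12 were the largest count under any alternative. Without a filter on low counts, edgeR called 45, 23, 20, 26, 8 and 44 genes. Within cohort 1 the edgeR counts were 11, 0, 1, 0, 1 and 0. Single libraries decided some of the zeros. Without GFP ZT12 cohort 1 replicate 3 there were 26 genes at ZT12, without H3.3 ZT0 cohort 2 replicate 1 there were 11 at ZT0, and without GFP ZT8 cohort 2 replicate 1 there was 1 at ZT8. Over all ZT, H3.3 and GFP differed in 0 genes with edgeR (526 genes at an unadjusted p under 0.05) and in 0 genes with DESeq2, but in 11 genes with the cohort as a covariate and in 10 within cohort 1.

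The Q5A libraries were compared with the pooled controls in the same way, at 6 ZT. With edgeR no gene passed an adjusted p of 0.01 or 0.05 at any ZT, and 473, 1022, 1856, 284, 154 and 1095 genes had an unadjusted p under 0.05. DESeq2 called 0, 0, 5, 0, 0 and 1 genes. Within cohort 1 the edgeR counts were 38, 1, 3, 0, 1 and 0. Leaving out H3.3 ZT4 cohort 3 replicate 1 gave 1 gene at ZT4, and leaving out H3.3 ZT8 cohort 3 replicate 1 gave 1 gene at ZT8.

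Over all ZT, 5 genes passed an adjusted p of 0.01 between Q5A and the controls with edgeR, all higher in Q5A, and cohort 1 alone moved this count most, to 37. DESeq2 called 2. The 3 genes of smallest p were Platr9, AC157553.6 and Srpk2. Platr9 (chromosome 4, 34906124 to 34911481, minus strand, opposite Cga) was higher by 3.98 ± 0.52 (log2, SE; adjusted p = 1.11e-07), with 35.0 ± 176 normalised counts (SD, n = 39) in Q5A and 1.09 ± 2.25 (SD, n = 71) in controls. AC157553.6 was higher by 2.46 ± 0.43 (adjusted p = 0.000532), from 0.808 ± 2.03 to 5.16 ± 16.1 normalised counts. Srpk2 (chromosome 5, 23503264 to 23684617, minus strand, opposite Kmt2e) was higher by 0.43 ± 0.09 (adjusted p = 0.0063), from 166 ± 53.1 to 220 ± 67.0. The remaining genes, named after their values were seen, were the noncoding RNA Bc1 (chromosome 7, 144914470 to 144914637, plus strand) at 0.85 ± 0.17 and Pomc (chromosome 12, 3954951 to 3960642, plus strand) at 1.57 ± 0.31, both with an adjusted p of 0.0063. The Q5A libraries above the control median of their ZT numbered 20 of 39 for Platr9, 23 for AC157553.6, 29 for Srpk2, 32 for Bc1 and 24 for Pomc.

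Most of these calls were lost when libraries were left out. When the cohort 1 libraries of 1 replicate number were left out, for each of 5 numbers in turn, Srpk2, Bc1 and Pomc lost the call in all 5 settings (edgeR adjusted p from 0.0273 to 0.495, from 0.0273 to 0.314 and from 0.0154 to 0.515), AC157553.6 in 2 and Platr9 in 1, the setting without replicate 3 (0.144). Library Q5A ZT16 cohort 1 replicate 3 alone held 986 reads in the Platr9 row, where no other library had more than 55, and 334 reads in the Pomc row, where no other had more than 75. Without it 3 genes were called, Platr9 fell to a log2 difference of 2.25, Pomc to 0.66 (adjusted p = 0.751, edgeR), and Srpk2 had an adjusted p of 0.0266. Against H3.3 alone, Q5A differed in 2 genes, Platr9 (4.14 ± 0.66, adjusted p = 7.79e-05) and AC157553.6 (2.85 ± 0.54, adjusted p = 0.00426), and without that library in 0 genes with edgeR. DESeq2 called 0 genes for Q5A against H3.3, with 694 genes at an unadjusted p under 0.05 (663 with edgeR). Within cohort 1 this comparison gave 1 gene. Bc1 and Srpk2 were also higher in H3.3 than in GFP, by 0.95 ± 0.21 (adjusted p = 0.107) and 0.24 ± 0.10 (adjusted p = 1.00), and the differences between Q5A and H3.3 were 0.37 ± 0.20 and 0.31 ± 0.10 (adjusted p = 0.947 for both).

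**Figure D2:**
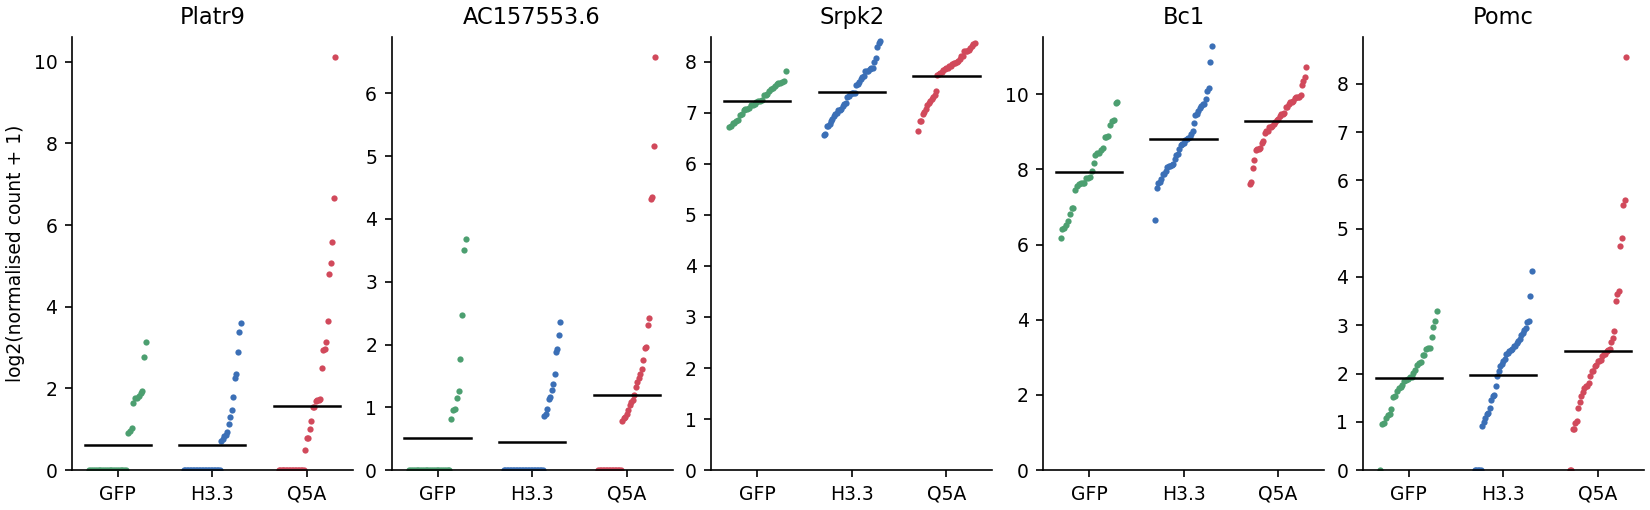
Expression of the 5 genes that differed between Q5A and the pooled controls over all ZT, as log2(normalised count + 1), with 1 point per library ordered by value within each virus and a bar at the mean. The highest Platr9 and Pomc points are the same Q5A library, with 986 and 334 reads.

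The main question of the design was which genes cycle over the day and whether Q5A changes that. In the pooled controls 2006 of 13891 genes had a JTK_CYCLE adjusted p under 0.05 (14.4%). In Q5A there were 412 (2.97%), in GFP alone 1247 (8.98%) and in H3.3 alone 690 (4.97%). The adjustment over genes moved these counts most, to 224 in controls, 1 in Q5A, 0 in GFP and 1 in H3.3 at a Benjamini-Hochberg q under 0.05. Within cohort 1 the counts at the JTK adjusted p were 1710 in controls, 997 in Q5A, 773 in GFP and 896 in H3.3, so that Q5A had more calls than either control virus there. Periods of 24 h were given for 79.5% of the calls in controls and 72.3% in Q5A. Among the called genes 116 were shared by controls and Q5A, where 59.5 are expected from the sizes of the sets.

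The 5 genes of smallest p in the controls were Pitpnm2, Tbcd, Gpt2, Scarf2 and Elmo3, with adjusted p from 8.22e-09 to 3.09e-07 and q from 0.000114 to 0.000857. Pitpnm2 (chromosome 5, 124118690 to 124249760, minus strand) rose from 46.8 ± 8.25 normalised counts at ZT0 to 76.1 ± 14.4 at ZT12 in controls (SD, n = 9 and n = 13), and from 56.7 ± 5.16 to 62.1 ± 12.7 in Q5A (SD, n = 6 and n = 7), where it was not called. Scarf2 (chromosome 16, 17797282 to 17808293, plus strand) went from 10.97 ± 7.02 at ZT20 to 26.0 ± 6.38 at ZT8 in controls and from 11.2 ± 4.81 to 26.3 ± 4.84 in Q5A, where its adjusted p was 0.00125. Gpt2 was called in Q5A as well, at an adjusted p of 0.00018, whereas Tbcd and Elmo3 were not. The 3 genes of smallest p in Q5A were RP23-188K3.3 (adjusted p = 2.53e-06, q = 0.0352), Ccdc13 (adjusted p = 4.21e-05, q = 0.261) and Tmco6 (adjusted p = 8.56e-05, q = 0.261). Of these, RP23-188K3.3 and Tmco6 were also called in controls.

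Of the 20 clock genes, 19 passed the filter, and the study names several of them from these libraries, so the list is no independent choice. In controls 9 had a JTK adjusted p under 0.05, 5 when adjusted over the list alone and 4 when adjusted over all genes. In Q5A the numbers were 2, 0 and 0, in GFP 6, 3 and 0, and in H3.3 2, 0 and 0. The lowest in controls was Per1 (chromosome 11, 69095217 to 69109960, plus strand; adjusted p = 8.98e-05, q over all genes 0.0175), with 7.51 ± 4.31 normalised counts at ZT0 and 17.0 ± 5.82 at ZT12, against 10.97 ± 1.98 and 15.2 ± 5.68 in Q5A. Dbp (chromosome 7, 45705088 to 45710203, plus strand, opposite Sphk2) was called in controls (adjusted p = 0.000534) and in Q5A (adjusted p = 0.00503), and rose from 23.3 ± 6.33 at ZT0 to 38.2 ± 7.05 at ZT12 in controls and from 26.9 ± 3.95 to 43.7 ± 7.25 in Q5A. The Clock and Nr1d1 rows were called in controls, at 0.000587 and 0.000779, and not in Q5A. The Nr1d1 row lies opposite Thra and had a median of 2688 reads per library. It may hold reads of Thra, so its calls cannot be read as those of the Nr1d1 transcript alone. The period given in controls was 24 h for Per1, Dbp and Nr1d1 but 16 h for Clock. Arntl had a median of 6.5 reads per library and an adjusted p of 1 in each of the sets.

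**Figure D3:**
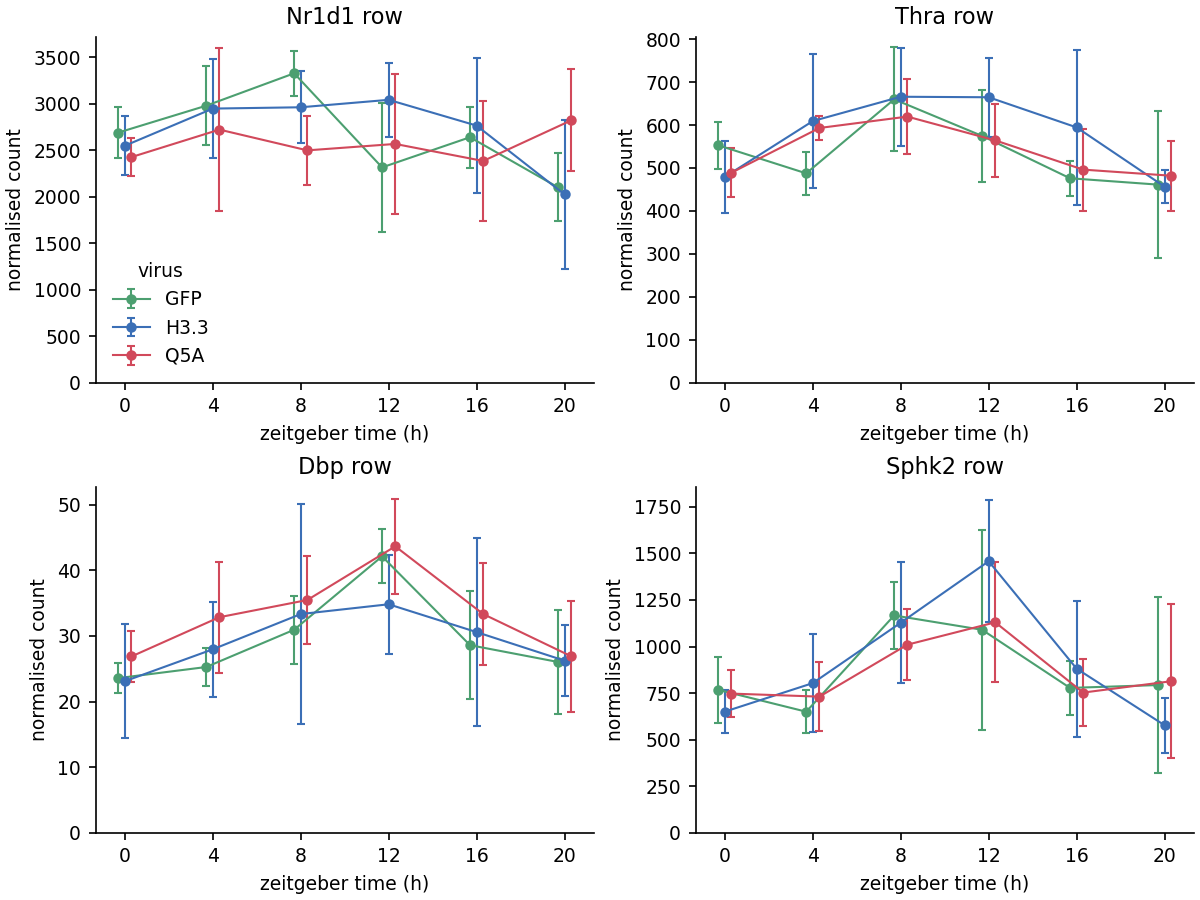
Normalised counts of the Nr1d1, Thra, Dbp and Sphk2 rows against ZT for the 3 viruses, as mean ± SD over the libraries of a group (n = 4 to 8). Nr1d1 overlaps Thra and Dbp overlaps Sphk2 on opposite strands, and the Dbp mean of Q5A peaks at ZT12 with 43.7 counts, as in GFP with 42.1.

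Since the controls held more libraries than Q5A, the number of calls in Q5A was set against sets of equal size. Of 100 draws of 39 libraries from all 110, with the numbers per ZT that Q5A has, 59 gave as few calls as Q5A or fewer (share 0.59), with a median of 361.5 calls and a range of 119 to 2702. Drawing from the controls alone moved the share most downward, to 0.15, with a median of 685.5 calls. Within cohort 1, the share was 0.96. The number of calls in Q5A was thus within the range of sets of equal size. In draws of 32 libraries, 1 of 100 had as many calls as GFP.

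**Figure D4:**
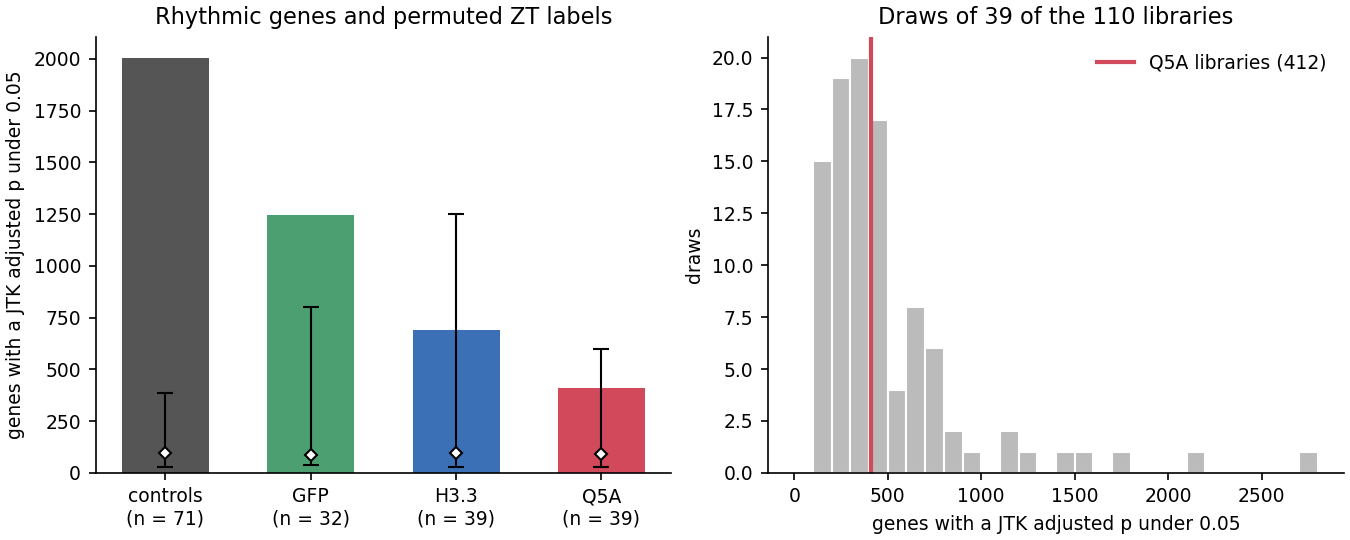
Left, genes with a JTK_CYCLE adjusted p under 0.05 in each set of libraries (bars) beside the median (diamonds) and range (whiskers) of the permuted ZT labels, the real order left out. Right, number of such genes in 100 draws of 39 libraries, with the 412 genes of Q5A as a line near the middle of the draws.

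As a measure of rhythm that does not depend on a count of calls, 748 genes were called rhythmic with a 24 h period in GFP, and the rhythm of the other viruses was projected on theirs, where 1 is the rhythm of GFP. H3.3 retained 0.305 ± 0.114 (SE, n = 39) and Q5A 0.179 ± 0.104 (SE, n = 39). The genes were called and their rhythm was measured in the same GFP libraries, which favours GFP. A value below 1 is therefore not by itself a loss of rhythm. With genes called in H3.3 and 1 as the rhythm of H3.3, GFP itself came to 0.339 ± 0.0876 (SE, n = 32). Only Q5A and H3.3 were compared with each other here. The ratio was 0.586, and the difference of -0.127 was within the error (2-sided permutation test within ZT, p = 0.429). Within cohort 1 the ratio was 0.195 (permutation p = 0.0682), and with genes called in H3.3 and GFP as the virus compared it was 0.239 (permutation p = 0.0607).

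The difference in rhythm between Q5A and the controls was then tested directly. The interaction was past an adjusted p of 0.05 in 17 genes with edgeR, and in 10 with DESeq2, of which 8 were shared. Cohort 1 alone moved this count most, to 777 genes, which held 16 of the 17. Between H3.3 and GFP the same test called 2 genes, and 1 within cohort 1. The 3 genes of smallest p for Q5A against controls were RP23-287O2.2 (adjusted p = 0.000422), RP23-355L10.3 (adjusted p = 0.000722) and Hoxb3 (chromosome 11, 96323326 to 96347930, plus strand, opposite Hoxb3os; adjusted p = 0.00511), a gene with a count above 0 in 19 of 110 libraries. Libraries Q5A ZT20 cohort 1 replicate 3, H3.3 ZT12 cohort 1 replicate 1 and GFP ZT12 cohort 1 replicate 3 held 12106, 9248 and 7188 reads of RP23-355L10.3, where no other library had more than 985 and the median was 189, and they were the 3 highest libraries for 8 of the 17 genes. Without these 3 libraries 4 genes were called, all among the 17.

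Hdc (chromosome 2, 126593667 to 126619299, minus strand) was 1 of the 17, with an adjusted p of 0.0266. Its normalised counts were lowest at ZT0 and ZT4 in controls (2.93 ± 3.14 and 2.45 ± 2.24; SD, n = 9 and n = 11) and highest at ZT12 and ZT16 (9.06 ± 9.20 and 9.87 ± 10.5; SD, n = 13 and n = 14). In Q5A they were highest at ZT0 and ZT4 (9.83 ± 10.9 and 12.4 ± 10.6; SD, n = 6 and n = 7) and 3.52 ± 5.23 and 5.52 ± 4.45 at ZT12 and ZT16 (n = 7 each). These values rest on a median of 4 reads per library. Hdc passed within cohort 1 (edgeR adjusted p = 0.000209) and was not called with ZT as a factor (0.174) or with H3.3 alone as the control (0.091). In the clock gene list, the interaction was past 0.05 for 1 of 19 genes, Per1, when adjusted over the list alone (adjusted p = 0.027, edgeR), and for 0 of 19 over all genes (Per1 adjusted p = 0.222). The unadjusted p was under 0.05 for Per1 (0.00142), Nr1d2 (0.0289), Rorb (0.0381) and Cry1 (0.0467), and DESeq2 also called 1 gene over the list alone. Per1 did not pass over the list within cohort 1 with edgeR. For H3.3 against GFP, Fat1 (chromosome 8, 44935447 to 45052257, plus strand, opposite Gm2366; adjusted p = 0.00338) and Mob4 (chromosome 1, 55131231 to 55154899, plus strand; adjusted p = 0.0195) were called, and Thoc6 was the third by p (adjusted p = 0.188).

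**Figure D5:**
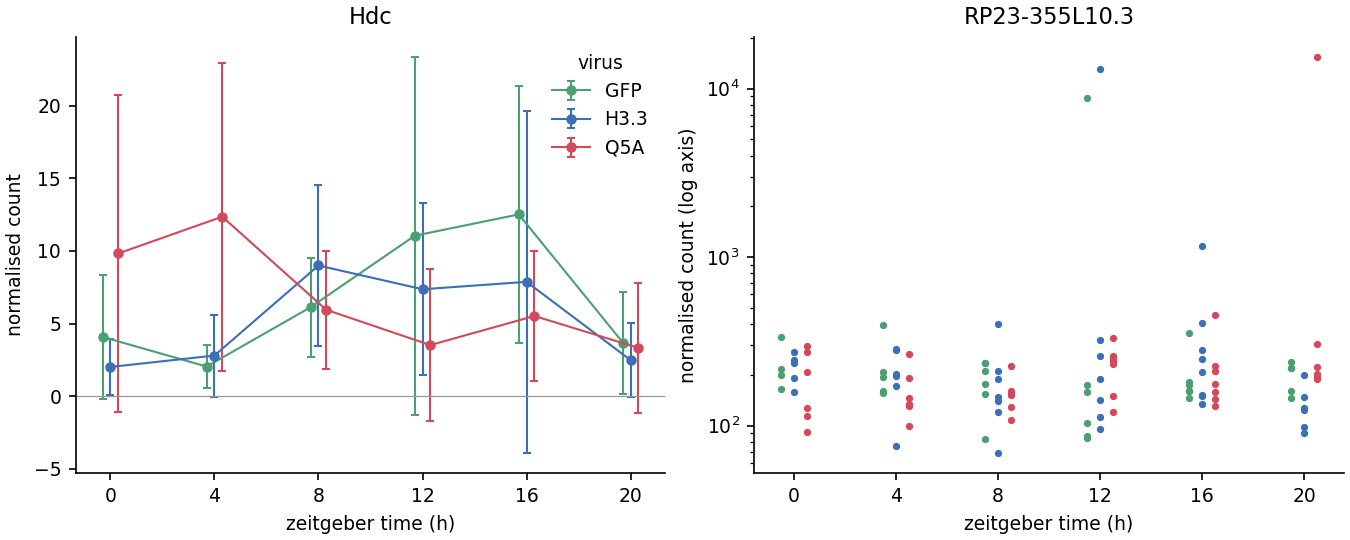
Left, normalised counts of Hdc against ZT for the 3 viruses, as mean ± SD (n = 4 to 8 libraries), with the Q5A mean highest at ZT4 (12.4) and the GFP mean highest at ZT16 (12.5). Right, normalised counts of RP23-355L10.3 per library on a log axis, where 3 libraries stand apart from the rest, with 12106, 9248 and 7188 reads.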

Values the study reported

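The study reported 2,566 genes with a circadian pattern in the pooled control libraries. It compared its control viruses GFP and H3.3 with DESeq2 at a false discovery rate under 0.01. This gave 1 differentially expressed gene at ZT0, 0 at ZT4, 0 at ZT8, 40 at ZT12, 1 at ZT16 and 1 at ZT20.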

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

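The tests with the 3 libraries of highest RP23-355L10.3 left out, with the robust dispersion fit and with the gene share or total count as a covariate were chosen only after the results were seen.

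In 38 of 216 groups of virus and ZT (17.6%), over 12 measures, 1 library lay further from its group than Dixon's 95% critical value allows, where chance does so in about 1 in 20 groups. The values that follow are the gap to the nearest library divided by the range of the group. For the total count they were 0.921 in GFP ZT0 cohort 1 replicate 3, 0.83 in GFP ZT4 cohort 1 replicate 2, 0.784 in GFP ZT8 cohort 1 replicate 5 and 0.775 in GFP ZT16 cohort 1 replicate 5, all the lowest of their groups, and 0.599 in Q5A ZT16 cohort 3 replicate 1, the highest. For the share of reads in gene rows they were 0.844 in H3.3 ZT4 cohort 3 replicate 1 and 0.653 in Q5A ZT12 cohort 2 replicate 1, both the highest. No biological explanation was tested for these values.

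Low counts account for many of the others by construction, because a ratio of 1 arises whenever all other libraries of a group have no read. This was so for Platr9 in H3.3 ZT0 cohort 1 replicate 2, GFP ZT4 cohort 1 replicate 5, H3.3 ZT4 cohort 1 replicate 4, GFP ZT8 cohort 2 replicate 1 and GFP ZT12 cohort 2 replicate 1, with 1 to 7 reads. It was also so for AC157553.6 in GFP ZT0 cohort 1 replicate 3, H3.3 ZT0 cohort 1 replicate 2, GFP ZT4 cohort 1 replicate 3, H3.3 ZT4 cohort 2 replicate 1, GFP ZT8 cohort 1 replicate 2, GFP ZT12 cohort 1 replicate 4 and H3.3 ZT20 cohort 2 replicate 1, with 1 to 3 reads. Among Q5A libraries the ratio was 0.752 for Platr9 in ZT8 cohort 1 replicate 4 (10 reads), and for AC157553.6 it was 0.873 in ZT8 cohort 1 replicate 3 (113 reads) and 0.596 in ZT12 cohort 1 replicate 4 (19 reads). Lowest values near 0 reads gave 0.732 for H3f3a in GFP ZT8 cohort 1 replicate 4, 0.637 in GFP ZT12 cohort 1 replicate 5, 0.676 in H3.3 ZT20 cohort 1 replicate 1 and 0.646 in Q5A ZT20 cohort 2 replicate 1. They also gave 0.785 for Hdc in GFP ZT8 cohort 1 replicate 5, 0.856 for Wdr5 in GFP ZT0 cohort 1 replicate 4 and 0.737 in GFP ZT4 cohort 1 replicate 1, and 0.775 for Pomc in H3.3 ZT12 cohort 1 replicate 1 and 0.676 in Q5A ZT20 cohort 1 replicate 2. Wdr5 was highest in GFP ZT16 cohort 2 replicate 1 (0.812, 11 reads). For H3f3b the ratio was 0.83 in GFP ZT0 cohort 1 replicate 3 (highest, 15 reads) and 0.744 in Q5A ZT8 cohort 2 replicate 1 (lowest, 7 reads).

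Rows with more reads were also among these. Srpk2 was lowest in GFP ZT12 cohort 2 replicate 1 (0.75, 292 reads). Bc1 was lowest in GFP ZT4 cohort 1 replicate 4 (0.841, 94 reads) and highest in H3.3 ZT4 cohort 3 replicate 1 (0.885, 2158 reads) and GFP ZT8 cohort 2 replicate 1 (0.743, 357 reads). The H3.3 library at ZT4 with the high Bc1 count is also the one with the high share of reads in gene rows, and without it Q5A and controls differed at ZT4 in 1 gene instead of 0 (edgeR, 1022 genes at an unadjusted p under 0.05, DESeq2 0). No biological explanation was tested for these libraries.

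The rhythm over ZT differed between Q5A and the controls in 17 genes by the interaction test, a direct test of the difference. Of 100 splits of the libraries within ZT, 9 gave as many genes, 70 gave at least 1, and the most was 55. By the number of genes at an unadjusted p under 0.05, 2007 against a median split of 583.5, 3 of 100 gave as many. The measures differ, so chance stays open for the count as a whole. In the libraries of cohort 1 the count was 777, and 1 of 100 splits, the real one, gave as many (2 of 100 by the unadjusted number, 3081). The 4 genes named were RP23-287O2.2 (adjusted p = 0.000422, edgeR), RP23-355L10.3 (0.000722), Hoxb3 (0.00511) and Hdc (0.0266).

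For this count, the depth of the libraries is argued against, since all 17 genes stayed past the threshold with the total count as a covariate. With the share of reads in gene rows as a covariate 3 of the 17 stayed, and the 3 libraries of highest RP23-355L10.3 have the 3 lowest shares of all libraries, 3.504%, 3.489% and 3.551%. Without those 3 libraries 4 of the 17 stayed, and RP23-355L10.3 had an adjusted p of 0.78 (edgeR). Those libraries were picked by the count of a called gene, so this number cannot tell whether they are the cause. A candidate explanation is tissue of the striatum in these samples. Of 7 striatal genes that were not called, 5 had their 3 highest normalised counts in these libraries. Penk had 265, 164 and 182 reads against a median of 31 and up to 201 elsewhere, in a library where its normalised count was lower, and Pde10a 214, 99 and 77 against 13 and up to 67. Drd2 and Tac1, with up to 38 and 51 reads there and 62 and 61 elsewhere, did not. Of the 7 genes, 6 have a median above 0 reads in this tissue, so the list is not exclusive to the striatum. Ppp1r1b, 1 of the called genes, whose row overlaps 1 gene on the other strand, had 485, 271 and 252 reads against a median of 10. A change of rhythm by the virus stays open for the genes called without these libraries.

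For Hdc, the alternatives ranged from an adjusted p of 0.000209 to 0.174 (edgeR and DESeq2), and 4 of 5 settings that leave out replicates of cohort 1 lost the call. Without replicate 2 it was 0.24, without replicate 3 0.394, without replicate 4 0.251 and without replicate 5 0.0807. Without the 3 libraries of highest RP23-355L10.3 it was 0.0281, so these libraries are argued against as its cause. With the gene share as a covariate it was 0.0674. What part of the Hdc neurons a tissue sample holds could move this gene with the virus or by chance, and with a median of 4 reads its shape is uncertain. For Hoxb3, which has reads in 19 libraries, DESeq2 gave 0.434.

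Per1 was the 1 clock gene past the threshold when adjusted over the list alone (adjusted p = 0.027, edgeR). Without cohort 1 replicate 1 and without replicate 4 the count over the list was 0. Between H3.3 and GFP the interaction called 2 genes, Fat1 (0.00338) and Mob4 (0.0195), and 23 of 100 splits gave as many, the most being 44, so that chance is not excluded. By the unadjusted number, 1769, it was 6 of 100. Without cohort 1 replicate 1 none was called by edgeR (707 genes at an unadjusted p under 0.05), while DESeq2 on all libraries called 2.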

How the results depend on the processing

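The settings with the repeated library kept as 2, without Q5A ZT16 cohort 1 replicate 3, with the 3 libraries of highest RP23-355L10.3 left out, with the robust fit and with the gene share or total count as a covariate were chosen only after the results were seen.

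In total 893 alternatives were computed for 56 results. Of 435 alternatives for 32 results on single genes (some genes with more than 1 result), 352 kept the direction and the side of the threshold, 65 lost the call, 1 gained it and 17 changed sign. Where a count moved, the cause was not tested unless it is named here. Low counts limit most single genes, since the rows of H3f3a, Hdc, Tgm2 and Wdr5 have medians of 3.5 to 5 reads. Gene rows held only 3.49% to 5.63% of the uniquely placed reads, so these counts do not follow from the number of reads sequenced alone.

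For GFP against H3.3 at single ZT, where edgeR called 0 genes (unadjusted counts as in the report), DESeq2 called 1 at ZT0, 50 at ZT12, 1 at ZT16 and 1 at ZT20. Without a filter on low counts the counts were 45, 23, 20, 26, 8 and 44 at ZT0, 4, 8, 12, 16 and 20. With the cohort as a covariate they were 11 at ZT0 and 5 at ZT8, and in cohort 1 they were 11 at ZT0, 1 at ZT8 and 1 at ZT16. Leaving out 1 library gave 0 to 11 genes at ZT0, 0 to 1 at ZT8, 0 to 26 at ZT12 and 0 to 0 at ZT4, ZT16 and ZT20.

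For Q5A against controls at single ZT, DESeq2 called 5 genes at ZT8 and 1 at ZT20. Without the filter the counts were 10, 8, 3, 1, 3 and 31. With the cohort as a covariate they were 2 at ZT4 and 2 at ZT8. In cohort 1 they were 38 at ZT0, 1 at ZT4, 3 at ZT8 and 1 at ZT16. In 1 fit of all libraries they were 1 at ZT8, 2 at ZT16 and 9 at ZT20. Leaving out 1 library gave 0 to 1 genes at ZT4 and ZT8 and 0 to 0 at the other ZT.

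Over all ZT, H3.3 against GFP went from 0 to 11 genes with the cohort as a covariate and 10 in cohort 1, and leaving out replicates gave 0 to 0. Q5A against controls went from 5 to 2 with DESeq2, 18 with the cohort, 37 in cohort 1, 1 with H3.3 alone as control and 3 without Q5A ZT16 cohort 1 replicate 3. Leaving out replicates gave 0 to 3, the 0 without replicate 3 of cohort 1. Q5A against H3.3 went from 2 to 0 with DESeq2, 1 with the cohort, 1 in cohort 1 and 0 without Q5A ZT16 cohort 1 replicate 3, with 0 to 2 on leaving out replicates.

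For the rhythm of Q5A against controls, 17 genes became 5 at an adjusted p under 0.01, 10 with DESeq2, 98 without the filter, 777 in cohort 1, 32 with H3.3 alone as control, 4 without the 3 libraries of highest RP23-355L10.3 and 3 with the gene share as a covariate. Leaving out replicates gave 2 (without replicate 3 of cohort 1) to 18. For H3.3 against GFP, 2 genes became 1 at an adjusted p under 0.01, 80 without the filter, 1 in cohort 1 and 17 with ZT as a factor, with 0 to 4 on leaving out replicates. The count over the clock gene list, 1, became 0 in cohort 1, 0 with ZT as a factor and 0 with H3.3 alone as control, and was 0 to 1 on leaving out replicates. Hdc as a covariate left each of these counts within a factor of 1.5.

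The JTK_CYCLE counts of controls, Q5A, GFP and H3.3 became 224, 1, 0 and 1 at a Benjamini-Hochberg q under 0.05, and 3257, 929, 2090 and 1454 with 24 h templates. The edgeR test of ZT as a factor called 691 in controls, 37 in Q5A and 44 in H3.3. In GFP that test left the count within a factor of 1.5 of 1247. In cohort 1 there were 997 in Q5A and 773 in GFP. Leaving out replicates gave 1177 to 2096 in controls, 202 to 351 in Q5A, 643 to 1724 in GFP and 321 to 431 in H3.3, all with fewer libraries in the test. The share of size-matched sets ranged from 0.15 to 0.96, and the ratio of rhythm retained from 0.195 to 0.594 (0.34 to 0.895 on leaving out replicates), with no permutation p past 0.05. With genes chosen at a q under 0.05 in GFP there were none, so that the ratio had no value.

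The signs that changed belong to genes far from the threshold. For H3.3 minus GFP, H3f3a was -0.065 in cohort 1, and H3f3b ran from -0.00047 (without replicate 1 of cohort 1) to 0.070 on leaving out replicates. Tgm2 was -0.14 with the cohort, and ran from -0.062 (without replicate 5) to 0.20, with changed signs also without replicates 2 and 4. Wdr5 was -0.013 without the filter, and ran from -0.17 (without replicate 3) to 0.10, with changed signs also without replicates 1 and 5. Hdc kept its sign in all 6 alternatives, but they ran from -1.002 to -0.2601, against a main value of -0.2567. For Q5A minus controls, H3f3b ran from -0.022 (without replicate 4) to 0.039, with a changed sign also without replicate 1. Wdr5 ran from -0.096 (without replicate 2) to 0.10 (without replicate 3), and was 0.0015 without Q5A ZT16 cohort 1 replicate 3.

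Replicate numbers do not pair the libraries here. Deviations from the group mean of libraries with the same cohort and number had a median correlation of 0.108 across 2000 genes (91 pairs, 47 of them over 0.1), and those of the same cohort with another number 0.0772 (281 pairs). For libraries of different cohorts it was -0.0808 (304 pairs, 80 of them over 0.1), so that libraries deviated together by cohort more than by number, and the cohort is a term only in the alternatives. With cohort and number as a replicate block, GFP against H3.3 gave 22 genes at ZT0, 9 at ZT4, 8 at ZT8 and 20 at ZT20, and Q5A against controls gave 27 at ZT0 and 1 at ZT4. Over all ZT the block gave 7 genes for H3.3 against GFP, 15 for Q5A against controls and 1 for Q5A against H3.3. The rhythm of Q5A against controls gave 6 genes and the clock gene list 0 under the block. For H3.3 minus GFP under the block, H3f3a was -0.0058, Tgm2 -0.16 and Wdr5 -0.041.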

Other observations

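The pituitary and arcuate nucleus tests, the splits of GFP against H3.3 at single ZT, the setting without Q5A ZT16 cohort 1 replicate 3 and the 2 covariates at ZT12 were chosen only after the results were seen.

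At ZT12, GFP and H3.3 differed in 0 genes with edgeR, with 2877 genes at an unadjusted p under 0.05, and in 50 with DESeq2. The edgeR count is lower than the value quoted from the study above, but the study used DESeq2. With that tool the count here was higher than the study's value. At ZT0, ZT16 and ZT20 edgeR also called 0 genes, with 495, 246 and 1247 at an unadjusted p under 0.05, and DESeq2 called 1 at each. Those edgeR counts are lower than the values quoted from the study above, whereas the DESeq2 counts equal them.

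The number of genes at an unadjusted p under 0.05 was set against 100 splits of the same libraries. For GFP against H3.3, 36 splits gave as many at ZT0, 99 at ZT4, 22 at ZT8, 3 at ZT12, 73 at ZT16 and 7 at ZT20. For Q5A against controls, 26 gave as many at ZT0, 15 at ZT4, 1 at ZT8, 59 at ZT12, 89 at ZT16 and 7 at ZT20. The lowest of the 12 numbers, 3 at ZT12 for the control viruses and 1 at ZT8 for Q5A, were not adjusted for the number of comparisons, so that chance stays open for them, and the splits did not hold the cohorts fixed. At ZT12 the number fell from 2877 to 1379 with the share of reads in gene rows as a covariate and to 889 with the total count, while the median split gave 400.5. Both numbers lie between what either covariate as the cause and its absence would give, so that the virus, the share and the depth cannot be told apart there.

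Over all ZT, 59 of 100 splits within ZT gave as many genes at an unadjusted p under 0.05 as H3.3 against GFP. As many genes past the threshold as Q5A against controls were found in 2 splits (at most 7 genes), and as many as Q5A against H3.3 in 4 (at most 6 genes). By the number at an unadjusted p under 0.05, 38 splits gave as many as Q5A against controls (757, median split 620) and 49 as many as Q5A against H3.3 (663, median split 648.5). The Q5A comparisons thus stand apart from the splits in a few called genes and not in the number of genes with a low p. With permuted ZT labels, 1 of 100 arrangements gave as many JTK_CYCLE calls as the controls, 4 as Q5A, 1 as GFP and 2 as H3.3, the real one included. The medians were 96, 90, 85 and 97 calls, and the highest were 384, 596, 799 and 1249.

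Library Q5A ZT16 cohort 1 replicate 3 had the highest Platr9 and Pomc counts, 986 and 334 reads, where controls had at most 9 and 24. Platr9 lies opposite Cga, a pituitary hormone gene, so pituitary tissue carried over into the library is a candidate explanation. Of 8 pituitary genes that took no part in the call, 2 were highest in this library, Gh with 74 reads (at most 20 elsewhere) and Prl with 16 (at most 7). Tshb had 49 reads against a median of 62.5, Lhb 20 against 11, and Fshb, Pitx1, Pou1f1 and Tbx19 had 0 or 1. Gh and Prl go with that explanation, whereas Tshb and Lhb, whose medians over all libraries are above 0, were not highest there. The remaining 4 are too low to tell, and the test leaves the explanation open. For tissue of the arcuate nucleus, where Pomc neurons lie, 0 of 6 genes of that nucleus were highest there. Npy, Ghrh and Kiss1, with medians of 1.5, 1 and 0 reads, are too low to tell. Agrp had 16 reads against a median of 22, Cartpt 6 against 13 and Tac2 0 against 5, and these genes argue against that explanation. Of the lists, 4 of 10 pituitary genes and 5 of 6 arcuate genes have a median above 0 reads in this tissue. Without the library Platr9 was still higher in Q5A, by 2.25 (log2), so that 1 library is not the whole cause for that gene. Gh was above 0 in 15 of 39 Q5A and 6 of 71 control libraries, and besides ZT16, where that library lies, its Q5A mean was highest at ZT4 and ZT20, as that of Platr9 was. Normalised counts of Gh were 2.05 ± 4.64 at ZT4 and 3.36 ± 4.24 at ZT20 (SD, n = 7 and n = 6), and those of Platr9 6.05 ± 9.69 and 15.6 ± 19.8. Pituitary tissue in more than 1 Q5A library therefore stays open for the remaining Platr9 difference, as does an effect of the virus, and neither was tested for it.

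Few reads lie in gene rows, and rows of abundant genes such as Actb are low. A candidate explanation is that reads were counted on the strand opposite to the transcript. It predicts that the rows of Sphk2 and Thra, which overlap Dbp and Nr1d1 on the other strand, are rhythmic, and 2 of 2 passed the JTK_CYCLE threshold in controls (adjusted p 7.79e-07 and 2.85e-06). Overlapping rows also moved together, but exchanging the strands only exchanges the 2 rows and leaves their correlation as it is, so these correlations cannot tell whether the explanation holds. Over 110 libraries the Parpbp and Pmch rows had a Spearman rho of 0.835 and a Pearson r of 0.894 (permutation p = 1e-05 for each, the smallest the resamples can give, adjusted over 12 relations 3e-05 and 2.4e-05), and r was 0.897 without the 2 libraries farthest from the median. Within cohort 1 rho was 0.854 and r 0.898, within cohort 2 rho was 0.748 (permutation p = 0.00012, adjusted 0.00024) and r 0.843, and within cohort 3 rho was 0.833 (exact p = 0.0154, adjusted 0.0185) and r 0.952 (exact p = 0.00898, adjusted 0.0135). Without the 2 libraries farthest from the median, r was 0.902 within cohort 1 but fell to 0.65 within cohort 2 and 0.611 within cohort 3. For Sphk2 and Dbp rho was 0.421 and r 0.431 over all libraries, and for Thra and Nr1d1 0.486 and 0.446, each with a permutation p of 1e-05. Within cohort 3 the latter did not hold (rho 0.595, exact p = 0.132, adjusted 0.132). For Sphk2 and Dbp rho was 0.833 there (exact p = 0.0154, adjusted 0.0185) and r 0.697 (exact p = 0.0591, adjusted 0.0645). Both rows of a pair can be moved by 1 promoter region or by how much of a cell type a tissue sample holds, and these were not tested. If the explanation holds, rhythms printed here under 1 gene name belong in part to its neighbour. Of the annotated rows tested 39.5% had such an overlap, and of the annotated rhythmic calls in controls 44.4%.

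The number of JTK_CYCLE calls of each virus was also set against a separate drawing of sets of libraries from all 3 viruses. Of 100 sets of the size of GFP, 99 had at most as many calls. For H3.3 this was so in 85 of 100 and for Q5A in 51, with a median of 410.5 calls for sets of the size of Q5A, where the draws of the report gave 59 and a median of 361.5.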
